# Variations in Stress Sensitivity and Genomic Expression in Diverse *S. cerevisiae* Isolates

**DOI:** 10.1371/journal.pgen.1000223

**Published:** 2008-10-17

**Authors:** Daniel J. Kvitek, Jessica L. Will, Audrey P. Gasch

## Abstract

Interactions between an organism and its environment can significantly influence phenotypic evolution. A first step toward understanding this process is to characterize phenotypic diversity within and between populations. We explored the phenotypic variation in stress sensitivity and genomic expression in a large panel of *Saccharomyces* strains collected from diverse environments. We measured the sensitivity of 52 strains to 14 environmental conditions, compared genomic expression in 18 strains, and identified gene copy-number variations in six of these isolates. Our results demonstrate a large degree of phenotypic variation in stress sensitivity and gene expression. Analysis of these datasets reveals relationships between strains from similar niches, suggests common and unique features of yeast habitats, and implicates genes whose variable expression is linked to stress resistance. Using a simple metric to suggest cases of selection, we found that strains collected from oak exudates are phenotypically more similar than expected based on their genetic diversity, while sake and vineyard isolates display more diverse phenotypes than expected under a neutral model. We also show that the laboratory strain S288c is phenotypically distinct from all of the other strains studied here, in terms of stress sensitivity, gene expression, Ty copy number, mitochondrial content, and gene-dosage control. These results highlight the value of understanding the genetic basis of phenotypic variation and raise caution about using laboratory strains for comparative genomics.

## Author Summary

Much attention has been given to the ways in which organisms evolve new phenotypes and the influence of the environment on this process. A major focus of study is defining the genetic basis for phenotypes important for organismal fitness. As a first step toward this goal, we surveyed phenotypic variation in diverse yeast strains collected from different environments by characterizing variations in stress resistance and genomic expression. We uncovered many phenotypic differences across yeast strains, both in stress tolerance and gene expression. The similarities and differences of the strains analyzed uncovered phenotypes shared by strains that live in similar environments, suggesting common features of yeast niches as well as mechanisms that different strains use to thrive in those conditions. We provide evidence that some characteristics of strains isolated from oak tree soil have been selected for, perhaps because of the shared selective pressures imposed by their environment. One theme emerging from our studies is that the laboratory strain of yeast, long used as a model for yeast physiology and basic biology, is aberrant compared to all other strains. This result raises caution about making general conclusions about yeast biology based on a single strain with a specific genetic makeup.

## Introduction

A major focus of genetic study is to elucidate the effects of genetic variation on phenotypic diversity. The evolution of phenotypes is often driven by environmental factors and the interactions between each organism and its environment. Recently, there has been a renewed interest in characterizing the diversity and ecology of organisms long used in the laboratory as models for biological study. Yeast, worms, flies, and mice have been studied on a molecular level for decades and have provided many insights into basic biology. However, most of our knowledge base exists for only a handful of domesticated lines. Little is known about the natural ecology of these organisms or the degree to which individuals of each species vary within and between natural populations.

The budding yeast *Saccharomyces cerevisiae* exists in diverse niches across the world and can be found in natural habitats associated with fruits, tree soil, and insects, in connection with human societies (namely through brewing and baking), and in facultative infections of immuno-compromised individuals [1]. These yeasts are transported by insect vectors and likely through association with human societies. Recent population-genetic studies have begun to explore the genetic diversity of *S. cerevisiae* strains [2]–[5]. These studies have demonstrated little geographic structure in natural yeast populations and relatively low sequence diversity, particularly within vineyard strains. It has been proposed that low sequence diversity in this species may be due to a more recent common ancestor compared to other yeasts [6]. Genomic comparisons also suggest low rates of outcrossing between strains [7], which may limit the fixation of genetic differences under selection by reducing effective population sizes [8].

Although the genetic diversity of *S. cerevisiae* populations is emerging from large-scale sequencing projects, the phenotypic diversity within and between yeast populations has been less systematically studied. Myriad studies have characterized strain-specific differences in specific phenotypes to identify the genetic basis for phenotypes of interest (for example, those related to wine making [9], thermotolerance [10]–[12], sporulation efficiency [13]–[16], drug sensitivity [17]–[19], and others [20]–[25]). The degree to which these phenotypes vary across diverse strains has not been systematically explored. Other genomic studies have investigated variation in genomic expression across strains, with the goal of investigating the mode and consequence of gene-expression evolution [26]–[30]. These studies demonstrated significant variation in gene expression between strains, and in some cases pointed to the genetic basis for those differences [27], [31]–[35]. However, each study investigated only a few strains, typically vineyard strains. The broader phenotypic variation across diverse yeast strains and populations, particularly natural isolates, is largely uncharacterized.

Here we investigated the variation in stress sensitivity and genomic expression in a large panel of *Saccharomyces* strains. We quantified the sensitivity of 52 strains collected from diverse niches to 14 environmental conditions and measured genomic expression in 18 of these strains growing in standard medium. We observe a large amount of phenotypic variation, both in terms of stress sensitivity and gene expression. Associations among phenotypes revealed relationships between environmental conditions and among yeast strains. One case in particular suggests that genetically diverse strains collected from oak soil have undergone selection for growth in a common niche. This study provides a representative description of expression variation and stress sensitivity within and across yeast populations, particularly non-laboratory strains, setting the stage for elucidating the genetic basis of this variation.

## Results

### Variation in Environmental Sensitivity in a Large Panel of *Saccharomyces* Strains

Fay and Benavides conducted a population-genetic study of 81 *Saccharomyces* strains by analyzing ∼7 kb of coding and non-coding sequence from each isolate [2]. We characterized the phenotypic diversity of 52 of these strains, shown in Figure 1. This set included natural isolates from European vineyards, yeasts collected from African palm-wine fermentations, commercial wine- and sake-producing strains, clinical yeasts, natural isolates collected from African and Asian fruit substrates, strains from oak-tree soil and exudates from the Northeastern United States, three common lab strains, and other isolates (see Table S1 and [2] for references). We also characterized two haploid *S. cerevisiae* strains (RM11-1a and YJM789) and three other *Saccharomyces* species (*S. paradoxus*, *S. mikatae*, and *S. bayanus*) for which whole-genome sequence is available [36],[37]. Each strain was grown under 31 different conditions representing 14 unique environments, chosen to provoke diverse physiological responses. These environments varied in nutrient composition, growth temperature, and presence of toxic drugs, heavy metals, oxidizing agents, and osmotic/ionic stress. Cells were grown on solid medium in the presence of each environmental variable, and viability was scored relative to a no-stress control for each strain (see Materials and Methods for details).

**Figure 1:**
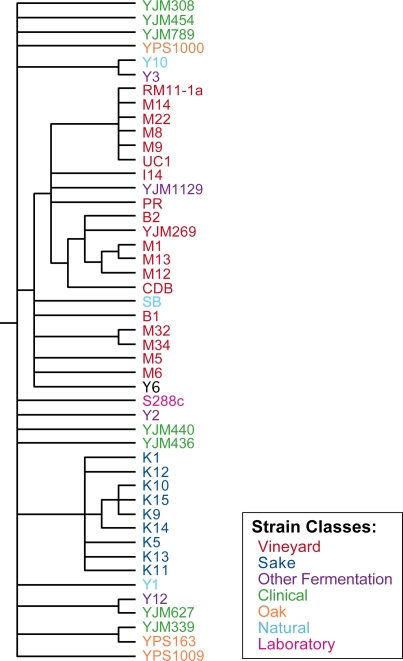
Phylogeny of *Saccharomyces* strains used in this study. The phylogeny was inferred from 13,061 bp of coding and non-coding sequence generated by [2] and this study, using the program MrBayes [73]. Nodes with a posterior probability<0.9 are collapsed. Strains are color coded according to the niche from which they were originally isolated, as shown in the key at the bottom of the figure.

The results reveal a tremendous amount of phenotypic diversity in environmental sensitivity (Figure 2). Although there were similarities between strains, no two strains were exactly alike in phenotypic profile. Each displayed a propensity for growth under at least one environment and sensitivity to one or more conditions. Some strains were generally tolerant to stressful environments across the board. For example, strain Y2, originally collected from a Trinidadian rum distillery, and clinical isolates YJM454 and YJM440 were tolerant of most of these conditions, while the *S. bayanus* strain used in our study was sensitive to nearly all stresses tested. Several strains, including commercial sake-producing strains, showed a wide standard deviation of growth scores across the stresses, reflecting that they were either highly sensitive or highly resistant to different stresses. In contrast, most vineyard isolates grew moderately well in most of the environments examined (see Discussion).

**Figure 2:**
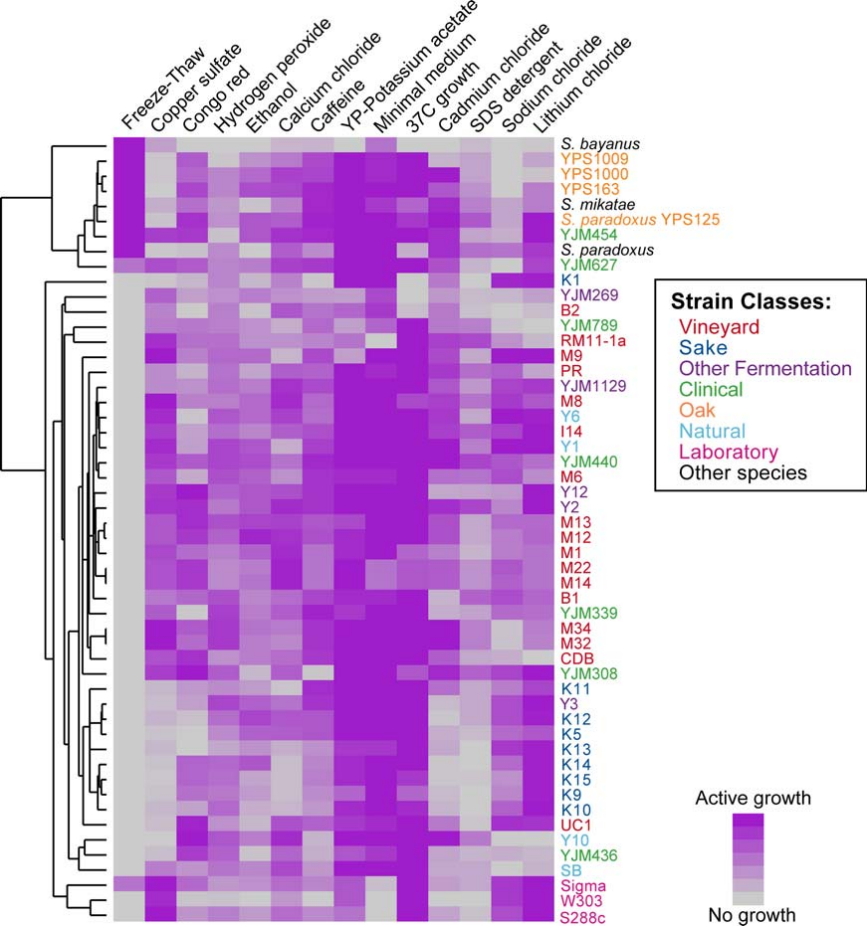
Phenotypic variation in diverse *Saccharomyces* strains. The viability of 52 *Saccharomyces* strains and species grown under 14 different environmental conditions was measured. Strains were grown in at least duplicate on solid agar plates containing 1–3 doses of each environmental variable, as described in Materials and Methods. Each row on the plot represents a different strain and each column indicates a given environment. Colored boxes represent the average growth score of each strain grown in each environment, according to the key shown at the lower right. Strains and conditions were organized by hierarchical clustering using the Pearson correlation as a similarity metric.

Exploration of the range of strain sensitivities measured for each environment also suggested common and unique features of *Saccharomyces*' habitats. Collectively, this set of strains showed the greatest variation in copper sulfate tolerance, sodium chloride resistance, and freeze-thaw survival, implicating these as niche-specific features not generally experienced by yeast. In contrast, strains showed the least variation (but some variability nonetheless) for growth on non-fermentable acetate, in minimal medium lacking supplemental amino acids, and at 37°C. Presumably, defects in respiration, prototrophy, and growth at physiological temperature represent a significant selective disadvantage, regardless of the particular niche.

### Strains from Similar Niches Display Similar Profiles of Stress Sensitivity

Hierarchical clustering of the phenotype data revealed interesting relationships between groups of strains. In particular, several groups of strains displayed similar profiles of stress sensitivity across the environments tested (Figure 2). As a group, the sake-producing strains were extremely resistant to lithium chloride but sensitive to copper sulfate, calcium chloride, cadmium chloride, and SDS detergent (p<0.005 based on 10,000 permutations, see Materials and Methods); indeed, this group was slightly more sensitive to stress in general. Many of the vineyard strains shared specific phenotypes, including resistance to copper sulfate, as previously noted for other vineyard strains [26],[38],[29]. The group of laboratory strains was also highly resistant to copper sulfate as well as sodium and lithium chloride. In contrast, strains collected from oak soil were particularly sensitive to copper sulfate and sodium chloride but highly resistant to freeze-thaw stress (p<0.005, 10,000 permutations).

The similarities in phenotypic profiles could arise through selection (either directional or purifying) due to shared selective pressures across strains living in the same environment. Alternatively, phenotypic similarity could result simply if the strains are genetically related due to a recent common ancestor. For example, many of the lab strains are closely related, since a large fraction of their genomes is derived from a common progenitor [39],[40]. We wished to distinguish between these possibilities for other strain groups. Natural selection can be inferred by comparing the population genetic structure (F_ST_) to an analogous measure of phenotypic structure (Q_ST_) [41],[42]. A deviation from unity suggests that either divergent (Q_ST_/F_ST_>1) or purifying (Q_ST_/F_ST_<1) selection has occurred across populations. We wished to analyze each subpopulation separately, and therefore we devised a simple alternative approach to identify deviations from neutral phenotypic variation. We calculated the average pairwise phenotypic distance over the average pairwise genetic distance for pairs of strains collected from the same environment (‘sake’, ‘vineyard’, ‘oak’, ‘clinical’, ‘natural’ or ‘other fermentation’). This ratio was compared to the ratio of distances calculated for pairs of strains between niche groups, generating the parameter P/G. A P/G ratio = 1 is expected under neutrality, where the phenotypic to genetic distance is equal for within-group versus between-group comparisons. In contrast, a value of P/G<1 suggests that the strains within the group are more similar in phenotype than would be expected under the neutral model, whereas a ratio >1 indicates that the strains are phenotypically more variable than expected based on their genetic relatedness.

The results provide evidence of both selection and shared ancestry for different groups of strains. First, the P/G ratio did not deviate significantly from unity for strains in the ‘clinical’, ‘natural’, or ‘other fermentation’ groups (average P/G = 1.02+/−0.22), nor did it deviate significantly for randomized simulations (data not shown). In contrast, P/G was 4.2 and 3.0 for sake strains and vineyard strains, respectively. Thus, the similarity in their phenotypes likely arises due to their recent divergence from a common ancestor. Interestingly, these P/G values were significantly higher than expected by chance (p<0.0001 from 10,000 permutations), suggesting that the strains show *more* phenotypic variation than expected. This could arise if strains have experienced diversifying selection for disparate phenotypes, although it could also result if genetic distances are underrepresented or skewed due to limited sequence data.

In contrast, strains collected from oak-tree exudates and soil are phenotypically more similar than would be expected under a neutral model. We observed a P/G ratio of 0.31 (p = 0.0013 from 10,000 permutations), indicating that phenotypic variation within this group is lower than expected based on the strains' genetic relatedness. This suggests that the strains have undergone selection for growth in a common environment (see Discussion). Consistent with this model, the *S. paradoxus* strain YPS125, also collected from Northeastern oak flux [6], is phenotypically more similar to *S. cerevisiae* strains collected from that environment (pairwise R of 0.61, 0.66, and 0.77 to YPS1000, YPS1009, and YPS163, respectively) than to the other *S. paradoxus* strain in our collection (R = 0.51). At least some of the phenotypes shared by these strains are likely important for their ability to thrive in their niche (see Discussion).

### Extensive Variation in Genomic Expression in Non-Laboratory Strains

Numerous studies have characterized differences in genomic expression between individual strains of yeast, typically vineyard and lab strains [13], [26]–[31],[34],[43]. To more broadly survey the variation in genomic expression across populations, we measured whole-genome expression in 17 non-laboratory strains compared to that in the diploid S288c-derived strain DBY8268, using 70mer oligonucleotide arrays designed against the S288c genome. The long oligos used to probe each gene minimize hybridization defects due to sequence differences from S288c. We verified this by hybridizing genomic DNA from 6 strains of varying genetic distance from S288c: indeed, fewer than 5% of the observed gene expression differences described below could be explained by defective hybridization to the arrays (see Materials and Methods). Therefore the vast majority of measured expression differences are due to differences in transcript abundance.

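Genomic DNA from the 6 strains was compared with DBY8268 DNA by array-based comparative genomic hybridization (aCGH) on the 70mer arrays. The strains were the sake strain K9, the vineyard strains M22 and RM11-1a, the natural isolate Y10, the clinical strain YJM789 and the oak strain YPS1009. Each strain was hybridized on 2 arrays with inverse dye labelling, and DBY8268 DNA was hybridized against itself on 3 further arrays. Whether the duplicate arrays came from separate DNA preparations is not stated, so every SD given for a strain is the spread between hybridizations. The deposited values are log2 ratios, 1 for each of 6280 ORFs and array, with no value where a spot was left out. Both arrays of a strain share 1 orientation in the deposited values, as the positive correlation between duplicates shows. It was read as strain over DBY8268, the direction of the paper's ratios. Pearson correlation across genes between duplicates was lowest in RM11-1a (0.858 over 5848 genes) and highest in YPS1009 (0.923 over 5610 genes), and genes are not independent replicates. The 3 arrays of DBY8268 against itself had values for 6183 to 6226 ORFs. The strain arrays had values for 5431 to 6209 ORFs, and the array with the fewest was the second array of M22, on which 13.5% of ORFs had no value. The number of arrays limits the precision. Of the ORFs, 6252 were nuclear and 28 were mitochondrial, and 5815 matched a locus tag of the gene table of assembly R64, which was used for gene names, gene lengths and gene order. No further normalization was applied to the main values. Counts and limma tests of single genes took the genes with a value on both arrays of a strain. Medians of Ty and mitochondrial ORFs took every ORF with a value on an array, and a lone value is given as such. Differences from DBY8268 were tested with limma in a single fit of the 15 arrays, in which each strain was compared with a ratio of 0 on the log2 scale and the adjusted p (Benjamini-Hochberg) had to be under 0.01 within a strain.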

A striking number of yeast genes showed differential expression from the laboratory strain in at least one other strain (Figure 3A). Of the ∼5,700 predicted *S. cerevisiae* open reading frames, 2680 (∼47%) were statistically significantly altered in expression (false discovery rate, FDR = 0.01) in at least one non-laboratory strain compared to S288c, with an average of 480 genes per strain. At an FDR of 0.05, over 70% of genes were significantly altered in expression in at least one non-lab strain (Table 1). The number of expression differences is comparable to that observed by Brem et al., who reported over half of yeast genes differentially expressed between the vineyard strain RM11-1a and S288c [27].

**Figure 3:**
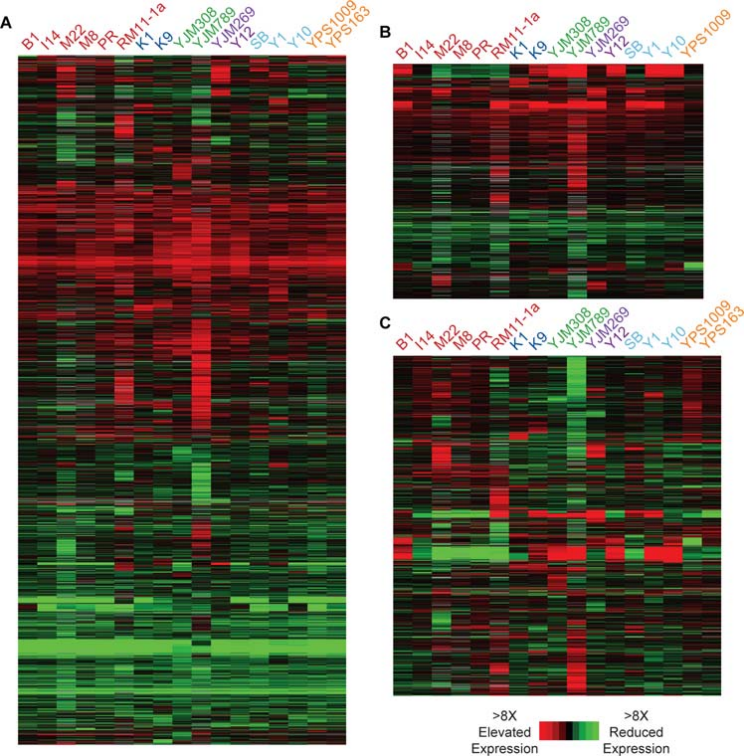
Variation in gene expression in *S. cerevisiae* isolates. The diagrams show the average log2 expression differences measured in the denoted strains. Each row represents a given gene and each column represents a different strain, color-coded as described in Figure 1. (A) Expression patterns of 2,680 genes that varied significantly (FDR = 0.01, paired t-test) in at least one strain compared to S288c. (B) Expression patterns of 953 genes that varied significantly in at least one strain compared to strain YPS163 (FDR = 0.01, unpaired t-test). For (A) and (B), a red color indicates higher expression and a green color represents lower expression in the denoted strain compared to S288c, according to the key. (C) Expression patterns of 1,330 genes that varied significantly (FDR = 0.01, paired t-test) in at least one strain compared to the mean expression of all 17 strains. Here, red and green correspond to higher and lower expression, respectively, compared to the mean expression of that gene in all strains. Genes were organized independently in each plot by hierarchical clustering.

**Table 1:** Number of differentially expressed genes in 17 non-laboratory strains.

Strain	Expression Differences from S288c	FDR 0.01	
		Expression Differences from Mean	Expression Differences from YPS163
B1	98 a, 176 b (4.6)	33, 18 (0.085)	84, 25 (1.8)
I14	112, 260 (6.2)	14, 17 (0.5)	15, 14 (0.5)
K1	174, 239 (6.9)	59, 32 (1.5)	63, 22 (1.4)
K9	232, 212 (7.5)	70, 33 (1.7)	100, 22 (2.1)
M22	220, 550 (15)	103, 245 (6.8)	75, 69 (2.8)
M8	133, 311 (7.5)	10, 80 (1.5)	13, 18 (0.5)
PR	160, 271 (7.4)	9, 73 (1.4)	11, 13 (0.4)
RM11-1a	326, 253 (11.4)	191, 116 (6.1)	151, 53 (4)
SB	131, 272 (6.9)	24, 31 (0.9)	63, 21 (1.4)
Y1	185, 189 (6.4)	92, 14 (1.8)	92, 18 (1.9)
Y10	120, 263 (6.5)	74, 20 (1.6)	59, 11 (1.2)
Y12	162, 195 (5.9)	36, 14 (0.8)	46, 9 (0.9)
YJM269	285, 255 (8.9)	148, 53 (3.3)	132, 43 (2.9)
YJM308	364, 288 (11)	153, 34 (3.1)	142, 40 (3.1)
YJM789	669, 329 (19.7)	452, 163 (12.1)	338, 105 (8.7)
YPS1009	189, 402 (10.2)	31, 88 (2)	3, 35 (0.7)
YPS163	186, 297 (8.4)	11, 41 (0.9)	

Expression differences relative to S288c, the mean of 17 strains, or strain YPS163 were defined at a false discovery rate (FDR) of 0.01 or 0.05. Values represent the number of genes expressed ^a^ higher or ^b^ lower than the designated reference. The percent of yeast genes affected in each strain at each significance threshold is shown in parentheses.

However, closer inspection revealed that many of these expression differences were common to all of the non-laboratory strains (Figure 3A), revealing that these expression patterns were unique to S288c. This group was enriched for functionally related genes, including those involved in ergosterol synthesis, mitochondrial function, respiration, cell wall synthesis, transposition, and other functions (Table 2). Many of these functional groups were also reported by Brem et al., who noted that multiple categories (including ergosterol synthesis and mitochondrial function) can be linked to a known polymorphism in the Hap1p transcription factor [44]. Indeed, the expression differences specific to S288c were enriched for targets of Hap1p (p<10^−11^, hypergeometric distribution) as well as targets of Hap4p (p<10^−6^) [45], which regulates genes involved in respiration. Hence, many of the observed expression differences may result because of S288c-specific physiology (see Discussion).

**Table 2:** Functional enrichment in genes differentially expressed in S288c.

Higher expression in S288c		*p* value
Phosphate metabolism a	7/33 b	1×10^−06^
Cell wall	6/38	3×10^−05^
Cytokinesis	4/5	4×10^−07^
Transposable element genes	71/90	1×10^−80^
Extracellular proteins	11/84	1×10^−07^
HELICc Domain	14/77	2×10^−11^
DEXDc Domain	13/80	5×10^−10^
**Lower expression in S288c**		
Respiration	20/88	1×10^−18^
Mitochondrion	35/366	1×10^−19^
Carbon Utilization	78/220	1×10^−103^
Sterol biosynthesis	10/25	6×10^−13^

Functional enrichment was calculated using the hypergeometric distribution with Bonferroni correction in the program FunSpec [82] on genes called differentially expressed (FDR 0.05) in 70% of all strains compared to S288c.

a Functional group with statistically significant enrichment.

b Number of genes in selected group compared to total number of genes in the genome with that annotation.

For a more representative description of expression variation in non-laboratory strains, we sought to represent the expression differences in a way that was not obscured by S288c. First, we identified genes whose expression varied significantly from the oak strain YPS163. Second, we identified transcripts whose abundance varied from the mean of all non-laboratory strains (see Materials and Methods). Although the mean expression value of each gene is merely an arbitrary reference point, this data transformation serves to remove the effect of S288c from each array while maintaining the statistical power to identify expression differences.

Roughly 1330 (23%) of yeast genes varied in expression in at least one non-laboratory strain relative to the mean of all strains, while 953 (17%) of genes varied significantly from YPS163 (FDR = 0.01). In both cases, two thirds of significant expression differences were specific to only one strain (Figure 3B and 3C). The number of genes with statistically significant expression differences from the mean ranged from 30 (in vineyard strain I14) to nearly 600 (in clinical isolate YJM789), with a median of 88 expression differences per strain. The number of expression differences did not correlate strongly with the genetic distances of the strains (R^2^ = 0.16). However, this is not surprising since many of the observed expression differences are likely linked in *trans* to the same genetic loci [27],[31],[34],[35],[43]. Consistent with this interpretation, we found that the genes affected in each strain were enriched for specific functional categories (Table S4), revealing that altered expression of pathways of genes was a common occurrence in our study.

We noticed that some functional categories were repeatedly affected in different strains. To further explore this, we identified individual genes whose expression differed from the mean in at least 3 of the 17 non-laboratory strains. This group of 219 genes was strongly enriched for genes involved in amino acid metabolism (p<10^−14^), sulfur metabolism (p<10^−14^), and transposition (p<10^−47^), revealing that genes involved in these functions had a higher frequency of expression variation. Differential expression of some of these categories was also observed for a different set of vineyard strains [26],[28], and the genetic basis for differential expression of amino acid biosynthetic genes in one vineyard strain has recently been linked to a polymorphism in an amino acid sensory protein [35]. We also noted that the 1330 genes with statistically variable expression in at least one non-laboratory strain were enriched for genes that contained upstream TATA elements [46] (p = 10^−16^) and genes with paralogs (p = 10^−6^) but under-enriched for essential genes [47] (p = 10^−25^). The trends and statistical significance were similar using 953 genes that varied significantly from YPS163. Thus, genes with specific functional and regulatory features are more likely to vary in expression under the conditions examined here, consistent with reports of other recent studies [30],[43],[48],[49] (seeDiscussion).

### Influence of Copy Number Variation on Gene Expression Variation

Expression from transposable Ty elements was highly variable across strains. However, Ty copy number is known to vary widely in different genetic backgrounds [50],[51], suggesting that these and other observed expression differences could be due to copy number variations in particular strains. Indeed, numerous expression differences could be linked to known gene amplifications in S288c, such as *ASP3*, *ENA1*, *CUP1*, and hexose transporters [52],[51]. 

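The ratios to DBY8268 of the genes named here were low in every strain with a value for ASP3 and ENA1 and mixed for the others. The 4 ORFs of ASP3 (YLR155C, YLR157C, YLR158C and YLR160C) had mean log2 ratios from -3.79, for ASP3-4 in K9, to -6.16, for ASP3-1 in RM11-1a, where 1 array had a value. ASP3-1 and ASP3-2 had no value on either array of M22 or YJM789. ENA1 (YDR040C) was lower than in DBY8268 in the 5 strains with 2 values. Its log2 ratio was -1.79 ± 0.04 (SD, n = 2 arrays) in YJM789, with a limma standard error of 0.136 and an adjusted p of 5.27e-06. ENA1 fell least in RM11-1a, at -0.82 ± 0.22 (SD, n = 2 arrays; limma adjusted p = 0.00189), and its lone value in YPS1009 was -1.69. CUP1-1 (YHR053C) went in opposite directions, at 1.70 ± 0.32 (SD, n = 2 arrays; limma adjusted p = 3.15e-07) in M22 and -2.89 ± 0.07 (SD, n = 2 arrays; limma adjusted p = 8.29e-09) in YPS1009. CUP1-2 (YHR055C) differed from CUP1-1 by at most 0.17 in any strain. The hexose transporter genes with the widest ranges were HXT16 (YJR158W), from -2.10 ± 0.15 (SD, n = 2 arrays) in K9 to 1.16 ± 0.01 (SD, n = 2 arrays) in Y10, and HXT15 (YDL245C), from -1.52 in K9 to 1.05 in Y10. HXT9 (YJL219W), HXT11 (YOL156W) and HXT12 (YIL170W) were each above the technical limit of 0.3 on both arrays of K9 and below -0.3 on both arrays of M22. Differences between strains were not tested for these genes.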

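Genes with increased copy number were counted as those with a mean log2 ratio above 0.7 over the 2 arrays of a strain, since the paper does not state whether the mean or each array had to pass. There were 162 in K9 (2.78% of genes measured on both arrays), 168 in M22 (3.23%), 208 in RM11-1a (3.56%), 110 in Y10 (1.87%), 278 in YJM789 (4.72%) and 281 in YPS1009 (5.01%). With a threshold of 0.5 in place of 0.7 the count rose to 359 in K9 and 594 in YJM789, the largest change in these strains among the alternatives. In RM11-1a the count rested on 1 array. It was 66 by the second array alone and 505 by the first alone, and 46 genes were above 0.7 on both. In M22 the 2 arrays alone gave 97 and 483 genes, and 54 passed on both. No ORF had a mean above 0.7 on the 3 arrays of DBY8268 against itself. The expression arrays are not analysed here, so the share of expression differences that these genes cover was not computed.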

We quantified the contribution of increased copy number to the observed increases in gene expression relative to S288c in 6 of our strains. In general, ∼2–5% of expression differences could be wholly or partially explained by differences in gene copy number (see Materials and Methods). YPS1009 was an exception to the trend, since nearly 20% of genes with higher expression could be attributed to increased copy number - most of these genes reside on Chromosome XII. 

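In YPS1009, 216 of the genes with increased copy number (76.9%) lay on Chromosome XII. Another 47 lay on the other nuclear chromosomes and the remaining 18 were mitochondrial. These counts are of genes on the aCGH arrays, whichever way their expression changed.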

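The median log2 ratio of the genes on Chromosome XII in YPS1009, relative to the median of all nuclear genes on the same array, was 0.64 ± 0.01 (SD, n = 2 arrays), or 1.56 times DBY8268. The limma standard error was 0.0159 and the adjusted p over the 96 pairs of strain and chromosome was 4.26e-15. Of the 497 genes of the chromosome measured on both arrays, 43.5% had a mean log2 ratio above 0.7 and 94.2% had one above 0. The share depended on the threshold. It was 85.1% above 0.3, 71.0% above 0.5 and 12.9% above 0.9, and 80.3% of the genes were above 0.3 on each of the 2 arrays. The chromosome medians of the 3 arrays of DBY8268 against itself lay between -0.09 and 0.07. Of the 96 pairs of strain and chromosome, 33 passed the limma threshold, and 2 of these had a median beyond 0.3. With a term for the inverse labelling in the fit, 46 pairs passed.

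**Figure D1:**
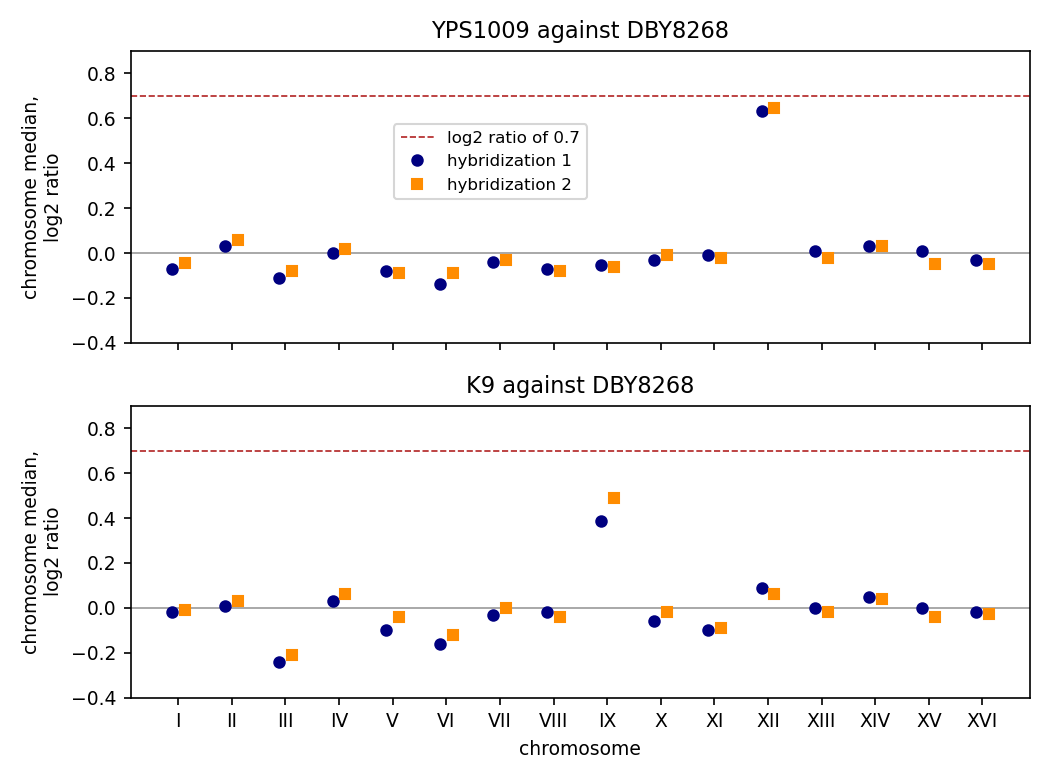
Median log2 ratio to DBY8268 of the genes on each of the 16 chromosomes (horizontal axis) in YPS1009 (top) and K9 (bottom). Circles and squares are the 2 hybridizations of each strain and the dashed line is a log2 ratio of 0.7. Chromosome XII of YPS1009 sits at 0.63 and 0.65 and Chromosome IX of K9 at 0.39 and 0.49.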

In fact, more than 80% of genes on Chromosome XII met our criteria for increased copy number (Figure S1A), indicating that the entire chromosome is duplicated in this strain. 

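From the share of genes on Chromosome XII that met its criteria, the paper concludes that the entire chromosome is duplicated in YPS1009. In K9, the genes on Chromosome IX had a median log2 ratio of 0.44 ± 0.07 (SD, n = 2 arrays), or 1.35 times DBY8268, with a limma standard error of 0.019 and an adjusted p of 1.02e-11. Of the 202 genes measured on both arrays, 15.3% had a mean above 0.7, 69.8% had one above 0.3 and 90.1% had one above 0. The genes above 0.7 numbered 31. In YPS1009 the median of Chromosome IX was -0.06 (limma adjusted p = 0.0201), and in K9 the median of Chromosome XII was 0.08 (limma adjusted p = 0.00129).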

Another example of chromosomal aneuploidy is evident in strain K9, for which Chromosome IX appears amplified (Figure S1B). Whole-chromosome aneuploidy has been frequently observed in strains growing under severe selective pressure (for example [53]–[56]. Interestingly, the majority of genes on these duplicated chromosomes do not show elevated transcript abundance in the respective strains.

In fact, only ∼25% of genes with increased copy number in each strain showed elevated expression (defined at FDR = 0.01 or as genes whose expression is >1.5× over S288c). This is in stark contrast to previous studies demonstrating little dosage compensation in S288c in response to gene amplification and chromosomal aneuploidy, leading to the conclusion that yeast does not have a mechanism for dosage compensation. [53],[54],[57]. Instead, our results suggest that some form of feedback control acts to normalize the dosage of most genes in non-laboratory yeast strains. The remaining quarter of amplified genes may be inherently exempt from this feedback mechanism. Alternatively, relaxed feedback may occur for specific amplifications if the resulting transcript increase provides a selective advantage to the strain in question. Indeed, 15–40% (depending on the strain) of genes lacking feedback control show at least 1.5× higher expression beyond what can be accounted for by gene amplification alone, indicating that the expression differences are affected by both gene dosage and regulatory variation. These genes are excellent candidates for future studies of adaptive changes.

As observed for gene expression, we found that some genomic amplifications were common across all 6 strains compared to S288c. 

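Among the 3957 genes with values on all 12 strain arrays, 21 were higher than DBY8268 in all 6 strains by limma, of which 11 were mitochondrial and 10 nuclear. The nuclear genes were QDR3, UBC4, RTC2, NOP6, APC4, VHS2, SLN1, YLR217W, YLR236C and CHS5. RTC2 (YBR147W) ranged from 0.73 to 1.47 on the log2 scale and NOP6 (YDL213C) from 0.79 to 1.01 over the 6 strains. By a mean log2 ratio above 0.7 in every strain, 13 genes passed, and these were the 11 mitochondrial genes, RTC2 and NOP6. Lower in all 6 strains were 34 genes, 19 of them Ty ORFs and 15 other nuclear genes, which included GPA2 (YER020W), from -1.54 to -1.05, and PLC1 (YPL268W), from -2.99 to -1.12. The number higher in all 6 strains was 11 in a limma test against 0.3 in place of 0, and 38 at an adjusted p under 0.05. The number lower was 11 and 65 under these settings. With a term for the inverse labelling in the fit, 26 were higher and 55 lower. All 6 comparisons share DBY8268 as their reference. In 20 simulations of unchanged strains that shared a noise fraction of 0.5, at most 2 genes were called in all 6 strains. The size of the shared noise was set from the spread within groups. That spread does not measure a deviation of the reference DNA, so the simulation cannot exclude one.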

All strains showed decreased Ty1 copy number, ranging from 2–15× lower than S288c. This is consistent with previous studies that showed higher Ty1 copy number (including active and partial Ty elements) in S288c compared to wine strains and natural isolates [50],[51],[58]. 

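Ty ORFs were taken from the terms for transposition in Table S4, without 3 host genes, which left 87 ORFs on the arrays. The gene table does not separate Ty1 from the other families, so the values are for these ORFs together. The median log2 ratio of the Ty ORFs was -1.43 ± 0.21 (SD, n = 2 arrays) in K9, -4.51 ± 0.47 in M22, -4.17 ± 0.94 in RM11-1a, -0.61 ± 0.12 in Y10, -1.23 ± 0.16 in YJM789 and -1.86 ± 0.04 in YPS1009. These correspond to 2.69, 22.9, 18.1, 1.53, 2.35 and 3.62 times lower than DBY8268, respectively. All 6 strains were below 0 (exact sign-flip permutation test over the 6 strain means, two-sided, p = 0.0312, the smallest p that 6 strains allow). The 6 means share DBY8268 as their reference. They are not independent, as the test assumes, and a deviation of that DNA would move all of them alike. On the arrays of DBY8268 against itself the median was between 0.10 and 0.20. A length class moved the values most. The 9 ORFs of 1317 bp, a class chosen after the data were examined, were at 0.86 in K9 and 0.12 in RM11-1a, and the 30 ORFs of 1323 bp were at -2.85 and -5.31 in the same strains.

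**Figure D2:**
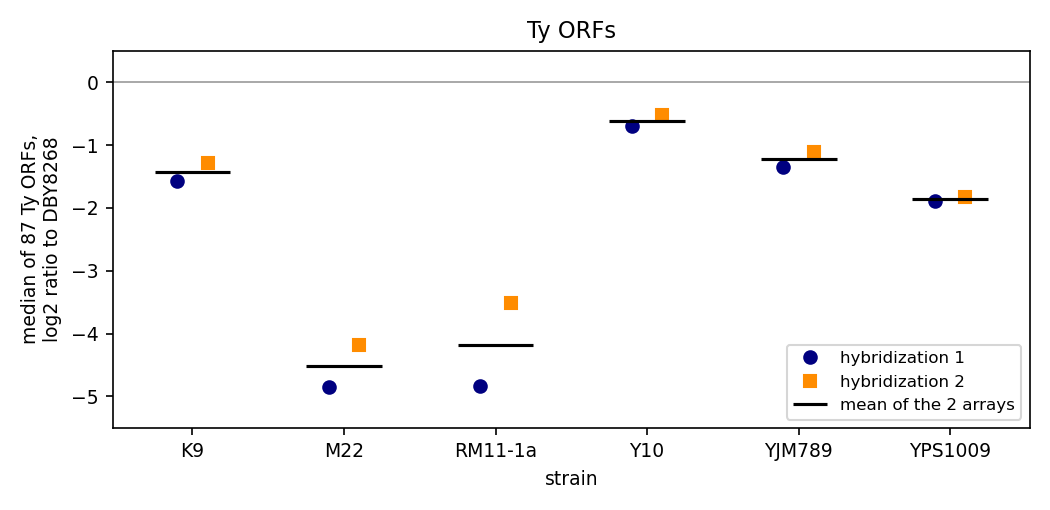
Median log2 ratio to DBY8268 of the 87 Ty ORFs on each array, by strain. Circles and squares are the 2 hybridizations and the bars are their mean. The medians of M22 and RM11-1a lie between -4.85 and -3.51, and the other strains lie above -1.89.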

Most strains also showed even lower Ty1 transcript abundance, beyond what could be explained by copy number variations. Thus, in addition to a higher Ty content, S288c also shows higher expression from Ty genes, perhaps reflecting elevated rates of retrotransposition under the conditions studied here. In contrast, all strains showed higher copy number of the mitochondrial genome compared to S288c, typically elevated 2–3× but nearly 7× higher in clinical strain YJM789. 

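The median log2 ratio over the mitochondrial ORFs was 2.45 ± 0.13 (SD, n = 2 arrays) in K9, 2.31 ± 0.17 in M22, 2.93 ± 0.06 in RM11-1a, 1.71 ± 0.05 in Y10, 3.08 ± 0.01 in YJM789 and 1.37 ± 0.02 in YPS1009. These medians correspond to 5.46, 4.94, 7.59, 3.27, 8.43 and 2.58 times DBY8268, in the same order. The largest nuclear median of a strain array was 0.15 in size, so the ratios are relative to nuclear DNA and not per cell. RM11-1a and YJM789 had the highest of these medians, and both are haploid while DBY8268 is diploid. Equal mitochondrial DNA per cell would already raise the ratio of a haploid strain, and the values were not corrected for ploidy. YJM789 was the highest over all mitochondrial ORFs. Without the ORFs low in any strain, a removal chosen after the data were examined, RM11-1a was at 3.02 and YJM789 at 2.89, which reverses their order. The difference between these strains was not tested. Every strain was above 0 (exact sign-flip permutation test, two-sided, p = 0.0312). As for the Ty ORFs, the strain means share the DBY8268 reference and are not independent. The array medians of DBY8268 against itself lay between -0.12 and 0.01. The mean over ORFs in place of the median moved these values most, to 1.70, 1.80, 1.61, 1.50, 2.51 and 0.49 on the log2 scale in the same order. Of 160 pairs of ORF and strain with a value, 24 were below -0.3 on every measured array. They came from 10 ORFs, among them AI3 (Q0060), which was low in K9, RM11-1a, Y10 and YPS1009 and raised in M22 and YJM789.

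**Figure D3:**
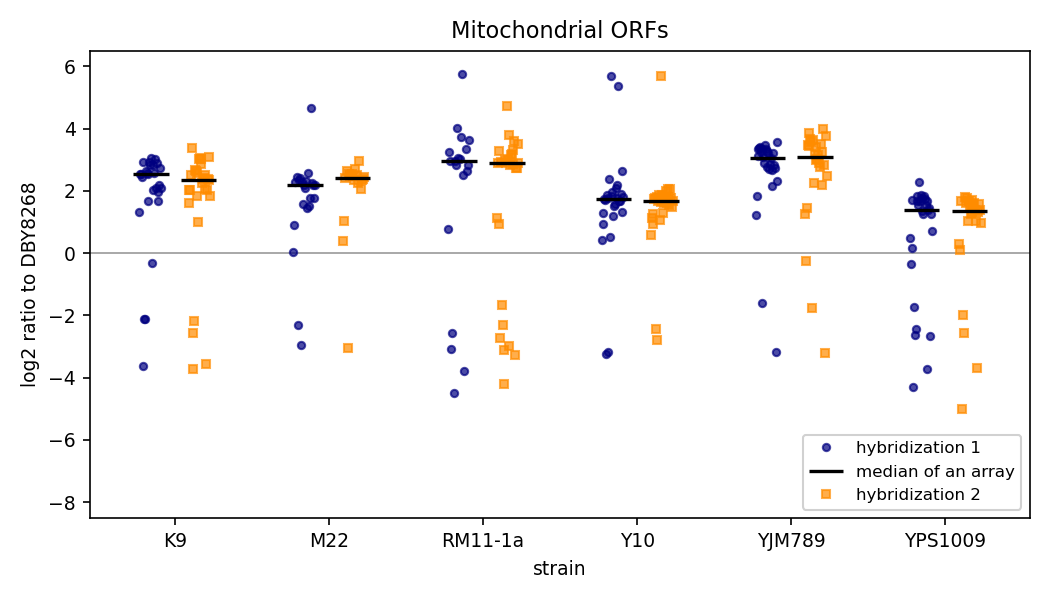
Log2 ratio to DBY8268 of each mitochondrial ORF on each array, by strain. Circles and squares are the 2 hybridizations and the black bars are the medians of an array. Most ORFs lie above 0 in every strain, and between 2 and 7 ORFs per strain lie below -0.3 on every measured array.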

The most likely explanation is that these strains harbor more mitochondria than S288c, a fact confirmed in vineyard strain RM11-1a by mitochondrial staining [25].

### Correlations between Altered Gene Expression and Environmental Sensitivity

In addition to revealing phenotypic diversity within and between yeast populations, natural variation can also uncover new insights into the effects of each environment on cellular physiology. For example, we noted correlations between environments based on the distribution of strain-sensitivity scores. The most likely explanation is that these stresses have similar effects on cellular function, and thus strains display similar sensitivities to them. Resistance to sodium chloride and lithium chloride or tolerance of ethanol and elevated temperature were highly correlated (R = 0.66 at p<0.0001 and R = 0.51 at p<0.0006, respectively, based on 10,000 permutations), consistent with the known effects of these stress pairs on ion concentrations or membrane fluidity/protein structure, respectively. Other relationships were not previously known, including the correlation between sensitivity to SDS detergent and the heavy metal cadmium (R = 0.64, p<0.0001) and between ethanol and caffeine tolerance (R = 0.59, p<0.0001). In contrast, resistance to freeze-thaw stress was anticorrelated to sodium chloride resistance (R = −0.35, p = 0.006), suggesting antagonistic outcomes of the same underlying physiology. These relationships point to commonalities in the cellular consequences inflicted by these environments that will be the subject of future investigations of stress-defense mechanisms.

We also conducted an associative study to identify gene expression patterns correlated with environmental sensitivity across the 17 non-laboratory strains (see Materials and Methods for details). As basal expression differences could significantly contribute to the inherent ability of cells to survive a sudden dose of stress, the results point to genes whose expression is related to, and perhaps causes, the phenotypes in question. Among the top genes associated with copper sulfate resistance was the metallotheionein *CUP1*, important for copper resistance and known to have undergone tandem duplications in copper-resistant strains [59],[60]. Of the genes whose expression was correlated to sodium chloride tolerance, nearly 20% are known to function in Na+ homeostasis and/or osmolarity maintenance (including *RHR2*, *COS3*, *SIS2* identified through genetic studies [61]–[63] and *JHD2*, *SRO7*, *YML079W*, *YOL159C*, *TPO4*, *UTH1* implicated in high-throughput fitness experiments in S288c [64]). Thus, these and likely other genes whose expression is highly correlated with each stress-sensitivity profile play a functional role in surviving that condition.

Other correlations were not expected. Ethanol and caffeine tolerance were both correlated to the expression of genes encoding transmembrane proteins (p<0.003, hypergeometric distribution), perhaps related to the effect of these drugs on membrane fluidity. Sensitivity to the cell-wall damaging drug Congo Red was significantly correlated to the expression of genes involved in mitochondrial function and translation, respiration, and ATP synthesis (p<10^−13^), revealing a link between mitochondria/respiration and the cell wall. Although these connections will require further characterization, they demonstrate the power of using natural diversity to uncover previously unknown relationships between stresses and cellular processes.

## Discussion

This study demonstrates the vast amount of phenotypic variation in *Saccharomyces* strains collected from diverse natural habitats, used in industrial processes, and associated with human illness. Considering the phenotypic responses to the conditions studied here provides insights into the relationships between specific strains and their niches. For example, the wide variance in growth scores of sake-producing strains indicates that they are either highly resistant or sensitive to the different environments studied here, suggesting that they may be specialized for growth in the defined conditions of sake fermentation. In contrast, many of the vineyard isolates survived relatively well in most of the conditions tested. This may reflect their ability to thrive in more variable, natural environments and may also have facilitated their dispersal into new environments in a manner associated with human interactions [5]. Geographic dispersal might also explain the higher-than-expected phenotypic diversity of vineyard strains, which might be driven by diversifying selection (suggested by our analysis) due to unique pressures imposed after expansion into new environments.

Although many of the phenotypic differences we observed are probably neutral, providing no benefit or disadvantage to the strains in question, some are likely to provide a selective advantage. Copper-sulfate resistance in European vineyard strains may have arisen through positive selection, since copper has long been used as an antimicrobial agent in vineyards and orchards [1],[65]. Another example may apply to the oak strains studied here. Our simple metric comparing phenotypic to genetic diversity in strains collected from similar environments suggests that oak strains are phenotypically more similar than expected based on their genetic relationship. Formally, this could arise if multiple traits are evolving neutrally (but slower than the genetic drift represented by the sequences used here) since the strains diverged from a distant, common progenitor. However, the fact that *S. paradoxus* oak isolate YPS125 is phenotypically more similar to *S. cerevisiae* oak strains than the other *S. paradoxus* isolate in our analysis instead supports that these strains have undergone selection for growth in a common environment. One intriguing phenotype is freeze-thaw resistance, which may be important to survive the wintry niche from where these strains were collected. Consistent with this hypothesis, we have recently isolated numerous *Sacharomycete* strains (including *S. cerevisiae*) from Wisconsin oak exudates, of which 86% (19/22) are freeze-thaw tolerant (DJK and APG, unpublished data). Ongoing studies in our lab are dissecting the genetic basis for this phenotypic difference.

In addition to stress sensitivity, gene expression also varies significantly across yeast populations. More than a quarter of yeast genes varied in expression in at least one non-laboratory strain under the conditions studied here. Consistent with other recent reports [30],[48],[49],[66], we find that genes with specific structural or functional characteristics (including nonessential genes and those with upstream TATA elements and paralogs) show higher levels of expression variation across strains. This has previously been interpreted as a higher rate of regulatory divergence for genes with these features, either in response to selection [48] or mutation accumulation [49]. However, these features are also common to genes whose expression is highly variable within the S288c lab strain grown under different conditions ([67] and data not shown), particularly those induced by stressful conditions [46],[68]. It is also notable that genes with TATA elements show higher ‘noise’ in gene expression within cultures of the same strain [69],[70]. Thus, an alternative, but not necessarily mutually exclusive, hypothesis is that the expression of these genes is more responsive to environmental or genetic perturbations, again consistent with previous studies [66],[30],[48],[49]. We have conducted our experiments under ‘common garden’ lab conditions in attempt to minimize environmental contributions to expression phenotypes. However, because each strain may have evolved for growth in a unique environment, each may in fact respond differently to the same growth conditions used here. Indeed, this may explain the prevalence of metabolic genes in our set of genes showing variable expression in multiple strains, since many of these strains have not evolved for growth in highly artificial laboratory media.

Emerging from our analysis is the fact that S288c is phenotypically distinct from the other non-laboratory strains studied here. This strain displays extreme resistance to specific stresses, harbors fewer mitochondria, contains more transposable elements, and shows unique expression of many genes compared to all other strains investigated (a direct comparison of the number of differentially expressed genes in S288c is difficult due to the different statistical power in calling these genes). We have also found that this strain has an aberrant response to ethanol, since it is unable to acquire alcohol tolerance after a mild ethanol pretreatment, unlike natural strains [71]. It is likely that additional responses found in natural strains have been lost or altered in this domesticated line. The progenitor of S288c was originally isolated from a fallen fig in Merced, California, and sequence analysis indicates that S288c is genetically similar to other natural isolates [1]–[3]. A recent study by Ronald et al. counters the proposal that S288c has undergone accelerated divergence during its time in the laboratory [72]. Instead, our results suggest that the strain has evolved unique characteristics through inadvertent selection for specific traits (such as growth on artificial media) and population bottlenecks. Thus, the laboratory strain of yeast may not present an accurate depiction of natural yeast physiology. Indeed, no single strain can be used to accurately represent the species, a note especially important for comparing phenotypes across species. Complete exploration of an organism's biology necessitates the study of multiple genetic backgrounds to survey physiology across populations.

Despite its limitations, the lab strain offers nearly a century of detailed characterization, along with powerful genetic and genomic tools. A useful approach is to complement studies on laboratory strains with investigations of natural variation. By characterizing stress sensitivity in a large set of strains, we have leveraged the power of natural diversity to uncover new relationships between stresses and to reveal previously unknown connections between genes, stresses, and cellular processes. These connections lead to hypotheses about stress defense mechanisms that can often be dissected using the valuable tools provided by the lab strain. Application of genomic techniques to characterize natural yeast strains will foster such studies while revealing additional insights into genetic and phenotypic variation in *Saccharomyces*.

## Materials and Methods

### Strains and Sequence Analysis

Strains used in this study and references are found in Table S1. In addition to sequence data from [2], an additional 5,305 bp of noncoding DNA was sequenced for 41 *S. cerevisiae* strains over 8 intergenic sequences (GENBANK accession numbers EU845779 - EU846095) for a total of 13,016 bp over 13 loci. Phylogenetic analysis shown in Figure 1 was performed on the combined sequence set using the program MrBayes [73]. Evolutionary distances were estimated using the Jukes-Cantor (JC) model based on 2,056 bp noncoding sequence data present in all strains; results and significance were very similar when the distance was based on 9,334 bp of noncoding sequence excluding only pairwise-deletion data [74]. Strains with evolutionary distances equal to zero over this subsequence (but clearly non-zero when all sequence was assayed) were set to 0.00001 to facilitate permutation calculations. Paralogs were defined as genes with a BLAST E-value score <10^−100^.

### Phenotyping and Analysis

Yeast strains were grown in YPD medium at 30°C to an optical density of ∼0.3 in 96-well plates. Three 10-fold serial dilutions were spotted onto YPD agar plates containing the appropriate stress, as well as a YPD plate for a no-stress control. Cells were also plated onto minimal medium [75] or YP-acetate. In the case of freeze-thaw stress, 200 µl cells was frozen in a dry ice/ethanol bath for two hours or left on ice as a control before spotting onto YPD plates. Cells were grown for 2–3 days at 30°C unless otherwise noted, and viability of each dilution was scored relative to the no-stress control for each strain. All experiments were done in at least duplicate over 2–3 doses of most stresses (see Table S2 for raw data and stress doses). Final resistance scores were summed over the 3 serial dilutions then averaged over replicates and stress doses, providing a single score ranging from 0 (no growth) to 6 (complete growth) for each strain and each stress condition.

For Figure 2, strains were clustered based on phenotypes using the Pearson correlation and UPGMA clustering [76]. Correlations between stresses were calculated based on the Pearson correlation between strains, excluding 14 strains of highly similar genetic distance (JC<0.0008). Phenotypes specific to groups of strains collected from similar environments (see Table S1 for groupings) were calculated based on the median growth score of strains in that group. Significance was estimated by 10,000 permutations of strain-group labels, scoring the frequency of observing a median growth score equal to or greater than that observed.

A parameter, P/G, was calculated to compare the similarity in phenotype to the similarity in genotype for strains within and between niche groups. The average pairwise phenotypic distance, taken as the Pearson distance (1 – Pearson correlation) between phenotype vectors, was divided by the average pairwise JC distance for strains within a niche group. This value was divided by the same ratio calculated for all pairs of strains between niche groups (see Table S1 for niche groupings). Significance was estimated based on 10,000 random permutations of strain-group labels. The distribution of P/G ratios from randomized trials was centered on 0.99; furthermore P/G was ∼1.0 for strains in the ‘clinical’, ‘natural’, and ‘other fermentation’ groups, reflecting either neutral drift for these groups or that these strains were inappropriately grouped together into somewhat amorphous categories.

### Gene Expression Analysis

Seventeen strains (including B1, I14, M22, M8, PR, RM11-1a, K1, K9, YJM308, YJM789, YJM269, Y12, SB, Y1, Y10, YPS1009, and YPS163) were chosen for whole-genome expression analysis. Cells were grown 2–3 doublings in YPD medium to early log-phase in at least biological triplicate. Cell collection, RNA isolation, and microarray labeling and scanning were done as previously described [77], using cyanine dyes (Flownamics, Madison, WI) and spotted DNA microarrays consisting of 70mer oligos representing each yeast ORF (Qiagen). For all arrays, RNA collected from the denoted strain was compared directly to that collected from the diploid S288c lab strain DBY8268, with inverse dye labeling used in replicates to control for dye-specific effects. At least three biological replicates were performed for all comparisons. Data were filtered (retaining unflagged spots with R^2^>0.1) and normalized by regional mean-centering [78]. Genes with significant expression differences (compared to the S288c control, strain YPS163, or the mean expression across all strains) were identified separately for each strain with a paired t-test (or unpaired t-test in reference to YPS163) using the BioConductor package Limma v. 2.9.8 [79] and FDR correction [80], taking p<0.01 as significant unless otherwise noted (see Table S3 for limma output and Figure S2 for a comparison of the statistical power for each strain). All microarray data are available through the NIH Gene Expression Omnibus (GEO) database under accession number GSE10269.

### Comparative Genomic Hybridizations

Array-based comparative genomic hybridization (aCGH) was performed in duplicate on six strains (K9, M22, RM11-1a, Y10, YJM789, and YPS1009) relative to the DBY8268 control as previously described [81], using amino-allyl dUTP (Ambion), Klenow exo-polymerase (New England Biolabs), and random hexamers. 

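In the deposited values the first array of each strain carries the strain in channel 1 and the second carries it in channel 2. The halved difference between the 2 arrays of a strain, which holds any dye effect of a gene, correlated across genes between strains with r from 0.0501 to 0.381 over the 15 pairs of strains. Genes are not independent replicates. The mean of the 2 arrays cancels a dye effect of this kind. The fit across 15 arrays had a median of 8 residual degrees of freedom and 2.87 prior degrees of freedom. In simulated data each gene had its spread within groups, pooled over the 15 arrays, and changes were added to the K9 arrays (5820 genes). The spread is therefore not that of K9 alone. There limma recovered 18.9% of genes changed by 0.4 on the log2 scale. It recovered 69.4% of genes changed by 0.7 and 87.7% of genes changed by 1.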

Post-synthesis coupling to cyanine dyes (Flownamics) was performed using inverse dye labeling in replicate experiments. 

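Over the 3 arrays of DBY8268 against itself, 18633 spot ratios had a mean log2 value of -0.03 and an SD of 0.16. The mean plus 2 SD was 0.29, and 3 SD came to 0.48. For each array alone, the mean plus 2 SD was 0.27, 0.33 and 0.27. Of all spots, 4.51% lay beyond 0.3 in either direction. Pearson correlation across genes was 0.688, 0.195 and 0.280 for the 3 pairs of these arrays, so part of the variation was shared between arrays. The 0.688 was between arrays 1 and 2, which were on the same slide, and the other pairs were on different slides. An effect of the slide is therefore not excluded. Genes are not independent replicates.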

Technical variation in hybridization was defined as the mean+2 standard deviations (a log2 value of 0.3) of all spot ratios, based on triplicate comparisons of DBY8268 to DBY8268 genomic DNA. For non-lab strains compared to DBY8268, genes with negative aCGH ratios outside the range of technical variation on both duplicates were defined as those affected by copy number and/or hybridization defects. 

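Below -0.3 on both arrays were 614 genes in K9 (10.5% of those measured on both), 462 in M22 (8.89%), 481 in RM11-1a (8.23%), 641 in Y10 (10.9%), 1032 in YJM789 (17.5%) and 443 in YPS1009 (7.90%). A limit of -0.7 on both arrays moved these counts most, to 189 in K9 and 281 in YJM789. Between 77.6% (YJM789) and 90.9% (M22) of these genes were also lower by limma. On pairs of DBY8268 arrays, 111, 9 and 28 ORFs were below -0.3 on both. The 111 came from arrays 1 and 2, which were on the same slide. The duplicates of each strain were on different slides, as were the pairs with 9 and 28. A low ratio does not separate lower copy number from a hybridization defect. In 5 strains, all but YJM789, they were more frequent among the 10 matched genes nearest a chromosome end than elsewhere, in a comparison by gene order chosen after the data were examined, for example 31.8% against 9.45% in Y10 (Fisher's exact test, two-sided, adjusted p over 6 strains = 1.72e-23). In YJM789 the shares were 20.6% and 17.1% (Fisher's exact test, adjusted p = 0.128). Genes are not independent replicates, but the test counts them as such, so these p-values do not measure variation between cultures.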

Transcript levels within 0.45 (3 standard deviations of technical variation) of the aCGH ratio were identified as those largely explained by copy number and/or hybridization defects – on average, fewer than 5% of genes with statistically significant (FDR = 0.01) differential expression compared to DBY8268 fell into this class. Genes with a positive aCGH ratio >0.7 in log2 space were defined as genes with increased copy number in each non-lab strain. 

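By limma, 653 genes were higher and 624 lower than DBY8268 in K9, 504 and 518 in M22, 302 and 491 in RM11-1a, 280 and 595 in Y10, 1072 and 1004 in YJM789 and 574 and 437 in YPS1009. The number of genes higher changed by the largest factor, except in Y10, when the test was against the technical limit of 0.3 in place of 0. These genes were then 138 in K9, 62 in M22, 52 in RM11-1a, 62 in Y10, 339 in YJM789 and 213 in YPS1009. The share of genes with a mean above 0.7 that were also higher by limma was lowest in RM11-1a (40.9%) and highest in YJM789 (97.5%). In RM11-1a, 73 genes were higher by limma without the first array and 714 without the second, in M22 the counts were 862 and 105, and in Y10 they were 59 and 144.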

All microarray data are available through the NIH Gene Expression Omnibus (GEO) database under accession number GSE10269.

### Associations between Phenotype and Gene Expression Vectors

A vector of relative phenotype scores was generated by dividing scores from Figure 2 by the score measured for DBY8268. The Pearson correlation between this vector and the measured expression vector for each strain relative to DBY8268 was calculated for all genes in the dataset. Genes whose expression was correlated above or below what was expected by chance (*p*<0.01) were defined based on 100 permutations of each of the ∼6,000 expression vectors.

## Supporting Information

Figure S1 Chromosomal aneuploidy in specific *S. cerevisiae* strains. Log2 ratios of copy number variations in (A) YPS1009 and (B) K9 compared to S288c are shown for each of the 16 yeast chromosomes. Each red bar indicates an elevated aCGH ratio measured at a given yeast gene, while each green bar indicates a decreased aCGH ratio compared to S288c. The height of each bar is proportional to the aCGH ratio measured on the arrays and represents the average of duplicate hybridizations.
(1.04 MB TIF) Click here for additional data file.

Figure S2 GEL50 plots representing statistical power. The fraction of genes called statistically significant at FDR 0.01 is plotted against the log2 value of relative gene expression. Genes were binned over 0.3 increments in gene expression and smoothed using a running average over 3 adjacent bins. The median GEL50, the log2 value at which 50% of measurements were called statistically significant, was 1.4.
(0.68 MB TIF) Click here for additional data file.

Table S1 Strains used in this study.
(0.03 MB XLS) Click here for additional data file.

Table S2 Raw phenotype scores, conditions, and stress doses used to make Figure 2.
(0.05 MB XLS) Click here for additional data file.

Table S3 limma output for uncentered and mean-centered expression data.
(8.22 MB ZIP) Click here for additional data file.

Table S4 Functional GO enrichment.
(0.20 MB TXT) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

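Copy number was measured by aCGH in 6 strains (K9, M22, RM11-1a, Y10, YJM789 and YPS1009), each against DBY8268 on 2 arrays with inverse dye labelling, and on 3 arrays of DBY8268 against itself. RM11-1a and YJM789 are haploid strains. The expression arrays of the paper are not analysed here.

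The authors deposited log2 ratios of the 2 channels for 6280 ORFs. The methods describe regional mean-centering and a filter on unflagged spots for the expression arrays, and the paragraph on aCGH does not restate them. The values hold 90311 ratios, and the rest are spots with no value, 0.860% to 1.54% per array of DBY8268 against itself and 1.13% to 13.5% per strain array. The arrays give no counts, and the number of arrays limits the precision. The 2 arrays of a strain are treated as replicate hybridizations, since separate DNA preparations are not stated. No gene-wise dye term was in the main model.

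Systematic ORF names were matched to the gene table of assembly R64 by locus tag, and 5815 of 6280 matched. The table was used for symbols, for gene lengths and for the order of genes, because no genome build is named for the values. The chromosome of each nuclear ORF was read from its systematic name, which gave the chromosome of the table for all 5796 matched nuclear ORFs. Ty ORFs were the 87 ORFs listed under transposition in Table S4 without 3 host genes. The arrays hold no ORF of the 2-micron plasmid.

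Genes with increased copy number (mean log2 ratio above 0.7) and genes with decreased ratio (below -0.3 on both arrays) took their thresholds from the paper. The paper does not state whether the mean or each array had to pass 0.7, and the mean was chosen here. Differences from DBY8268 were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) in a model with 7 groups over the 15 arrays, and adjusted p had to be under 0.01 within a strain. Chromosomes were tested with limma on chromosome medians, relative to the nuclear median of each array, over 96 pairs of strain and chromosome. Ty and mitochondrial ORFs were summarised by the median per array and tested with an exact sign-flip permutation test over 6 strains. The test takes the strains as independent, although all share the DBY8268 reference. With 2 arrays against 3, an exact test within a strain cannot go below p = 0.1, so none was made. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The limma procedure was tested on simulated data before it was applied.

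The tests, the main settings and most alternatives were chosen before the data were examined. The genes named in the text were chosen by a rule set at the same time. They were the genes the paper names in its copy-number section with HXT1 to HXT17 and GAL2, URA3, and for each strain the 3 nuclear genes with the largest increase and the 3 with the largest decrease. The genes of each strain came from genes with a limma adjusted p under 0.01 and both arrays beyond 0.3 in the same direction, outside Ty ORFs and outside Chromosome XII of YPS1009 and Chromosome IX of K9. Genes named in all 6 strains, the genes around CUP1 and individual mitochondrial ORFs were chosen after their values were seen.

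The alternatives were centring on the array median or on chromosome medians, other thresholds, genes measured on all 15 arrays, a mean in place of a median, terms for replicate and slide, a comparison with the DBY8268 arrays, a test against 0.3, and leaving out each array in turn. Length classes of Ty ORFs, the removal of chromosome ends and centromeres by gene order, a running median over 41 neighbouring genes and the removal of low mitochondrial ORFs were added after the data were examined. Distances in kilobases were left out for lack of a build.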

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

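All tests of explanations in this part were chosen after the results were seen. Groups held 2 or 3 arrays, too few to test single arrays for unusual values.

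Runs of at least 6 neighbouring measured genes lay beyond 0.3 in the same direction on both arrays of a strain in 13 places outside Chromosome XII of YPS1009 and Chromosome IX of K9, 6 raised and 7 lowered. The paper does not report these runs as stretches, but it names ASP3, which one of them holds, as amplified in S288c. They drew attention because the 3 pairs of DBY8268 against DBY8268 arrays gave 0 such runs. K9 had 4, YJM789 had 4, Y10 had 3, M22 had 2, and RM11-1a and YPS1009 had 0. The most lowered, the one with ASP3, ran from ASP3-1 to YLR161W in K9, at a median of -5.13 ± 0.28 (SD, n = 2 arrays) over 7 genes. The ORFs of ASP3 and YLR161W were low in every strain with a value, so this run does not set K9 apart. The most raised ran from AQY1 to ARR3 on Chromosome XVI in K9, at 1.15 ± 0.07 (SD, n = 2 arrays) over 8 genes. In 1000 shuffles of the gene order the most runs found was 2, which argues against single genes that lie side by side by chance. Uneven hybridization across the slide stays open, since the 0 runs on DBY8268 arrays come from other slides with a smaller spread and are what drew attention to the runs. Cross-hybridization between the repeated genes of chromosome ends cannot be told apart from changes in copy number for the 9 runs that reach the 10 genes nearest an end, and 4 runs lie farther in. The strains differ by origin, and a biological difference in the copy number of these stretches stays open and untested.

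For 16 of the 52 named nuclear genes, both arrays of 1 strain lay above 0.3 and both arrays of another strain below -0.3. The difference between the strains was not tested for any of them. The gap between the highest and the lowest strain mean on the log2 scale was 2.57 for HXT15, 2.27 for HXT13, 4.58 for CUP1-1, 4.61 for CUP1-2, 2.27 for HXT12, 2.29 for HXT9, 3.25 for HXT16, 2.15 for HXT17, 2.25 for HXT11, 5.43 for YAR069C, 2.92 for YOL160W, 2.95 for ARR3, 3.19 for IMA5, 6.05 for PEX30, 2.54 for YIR042C and 2.25 for IMA1. For 12 of the genes both of these strains also passed limma. The exceptions were YOL160W (Y10, limma adjusted p = 0.342), ARR3 (YJM789, 0.265), IMA5 (K9, 0.0283) and PEX30 (YPS1009, 0.0745). The gap of ARR3 rested on the first array of RM11-1a, whose arrays were at 3.71 and 0.95. Without it the gap was 1.74, with K9 as the highest strain. PEX30 lies on Chromosome XII, and its 0.67 in YPS1009 is close to the median of that chromosome, 0.64. HXT12 lies on Chromosome IX, whose median in K9 was 0.44, so part of its 0.63 in K9 goes with that chromosome. The smallest gap, 2.15, is far larger than the largest nuclear median of a strain array, 0.15, which argues against the centring of the arrays. Cross-hybridization between paralogs cannot be told apart from a change in copy number. CUP1-1 and CUP1-2 differed by at most 0.17 in any strain, and a shared probe signal or a joint change could each give that. A difference between strains in gene content or sequence stays open.

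In the mitochondrial genome, 24 pairs of ORF and strain were below -0.3 on every measured array while the median of all mitochondrial ORFs was raised in each strain. The paper does not discuss single mitochondrial ORFs, and 0 of the ORFs raised in one strain and lowered in another were low on all 3 DBY8268 arrays. The low pairs came from 10 ORFs and numbered 4 in K9, 2 in M22, 7 in RM11-1a, 2 in Y10, 2 in YJM789 and 7 in YPS1009. For 8 of the ORFs, both arrays of one strain were low and both arrays of another were raised, a difference that was not tested. The gap between the highest and the lowest strain mean was 8.04 for AI1, 7.29 for AI2, 6.37 for AI3, 5.84 for AI4, 5.64 for AI5_ALPHA, 7.84 for AI5_BETA, 6.96 for SCEI and 5.45 for Q0255. Of 17 pairs with 2 values and at least 1 below -0.3, 16 were below on both inversely labelled arrays, which argues against faulty spots and against dye bias. The median of the low pairs was -2.77. Stretches that a strain lacks cannot be told apart from stretches whose sequence differs, since both lower the signal of a probe. A biological difference between the strains in mitochondrial sequence stays open.

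The 9 Ty ORFs of 1317 bp were at a log2 ratio of 0.86 ± 0.21 (SD, n = 2 arrays) in K9 while the 30 ORFs of 1323 bp were at -2.85. The paper does not divide Ty elements by ORF length, and on the DBY8268 arrays the class averaged 0.13. Both K9 arrays showed it, the lower at 0.71, which argues against faulty spots. Cross-hybridization between Ty families stays open. The 9 ORFs of 5314 bp, the longest class, were at -0.41 in K9, so the classes did not move alike, and the gene table does not name the family of each. A higher copy number of some Ty elements in K9 is a candidate explanation that was not tested.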

How the results depend on the processing

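The length classes of Ty ORFs, the running median over neighbouring genes, the removal of chromosome ends and centromeres by gene order and the removal of low mitochondrial ORFs were tests chosen only after the results were seen. The other alternatives were chosen in advance. Unless a construction is named below, the cause of a change was not tested. A strain not listed with a setting stayed within 1.5 times its main count, or within the spread between its arrays.

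The direction of the mean over 6 strains was the same for Ty ORFs and for mitochondrial ORFs under both centrings and under the mean over genes. The mean ranged from -2.33 to -2.07 for Ty ORFs and from 1.60 to 2.29 for mitochondrial ORFs, with p = 0.0312 in the exact sign-flip permutation test in each case. The 6 strains share the DBY8268 reference, so this p does not rest on independent comparisons. The 33 pairs of strain and chromosome past the limma threshold ranged from 25 to 46 over the alternatives. For single named genes, 2366 results kept their side of the limma threshold and their direction, 101 no longer passed it, 26 newly passed it and 0 reversed.

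A lower threshold for increased copy number admits more genes by construction. With a mean above 0.5 the counts were 359 in K9, 425 in M22, 402 in RM11-1a, 248 in Y10, 594 in YJM789 and 490 in YPS1009. With a mean above 0.9 they were 81 in K9, 79 in M22, 110 in RM11-1a, 62 in Y10, 132 in YJM789 and 103 in YPS1009. With both arrays above 0.7 they were 54 in M22, 46 in RM11-1a, 69 in Y10, 182 in YJM789 and 182 in YPS1009. The share of genes on Chromosome XII of YPS1009 was 71.0%, 12.9% and 28.8% under these 3 criteria, and that on Chromosome IX of K9 was 42.6%, 3.47% and 9.90%. The count in YPS1009 fell to 84 once the running median of neighbouring genes was subtracted, which removes a whole-chromosome increase by construction.

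Decreased ratios on both arrays below -0.7, a stricter limit, gave 189 in K9, 180 in M22, 188 in RM11-1a, 183 in Y10, 281 in YJM789 and 174 in YPS1009. Genes with values on all 15 arrays are fewer by construction. Among them the genes with increased copy number were 97 in K9, 99 in M22, 96 in RM11-1a, 54 in Y10 and 176 in YPS1009, those with decreased ratio were 399 in K9 and 583 in YJM789, those lower by limma were 637 in YJM789, and the share on Chromosome IX of K9 was 12.2%.

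For limma, a test against 0.3 in place of 0 is stricter by construction. It left 138 in K9, 62 in M22, 52 in RM11-1a, 62 in Y10, 339 in YJM789 and 213 in YPS1009 higher than DBY8268, and 200 in K9, 192 in M22, 204 in RM11-1a, 175 in Y10, 285 in YJM789 and 191 in YPS1009 lower. Higher and lower in all 6 strains were 11 and 11. With an adjusted p under 0.05, the genes higher were 1047 in K9, 1171 in M22, 962 in RM11-1a, 646 in Y10 and 891 in YPS1009, the genes lower were 990 in K9, 806 in M22, 794 in RM11-1a, 934 in Y10 and 711 in YPS1009, and those higher and lower in all 6 strains were 38 and 65. Relative to the DBY8268 arrays, the genes higher were 369 in K9, 305 in M22, 150 in RM11-1a, 160 in Y10 and 647 in YJM789, and the genes lower were 386 in K9 and 522 in YJM789. With the 12 strain arrays alone in the fit, the genes higher were 257 in M22, 143 in RM11-1a and 145 in Y10, and the genes lower were 392 in Y10. With a replicate block, 55 genes were lower in all 6 strains and 46 pairs of strain and chromosome passed. The numbers of the arrays stand for the inverse labelling. They were not taken to pair the strains, because the difference between the arrays correlated over 0.1 in 12 of 15 pairs of strains and not in the others. Of the genes called in M22, 49.3% were higher in the main analysis, 33.4% after centring on the array median and 36.7% after centring on chromosome medians. The array median moved the median of all genes in M22 from 0.09 to 0.

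Leaving out 1 array in turn changed many counts, and in these fits a strain with 1 array is assumed to vary like the other groups. Genes with increased copy number ranged from 97 to 483 in M22, 66 to 505 in RM11-1a and 80 to 202 in Y10. The lowest in RM11-1a came without its first array, and the lowest in M22 without its second. Genes with decreased ratio, then below -0.3 on the array that remained, ranged from 898 to 1002 in K9, 561 to 939 in M22, 681 to 774 in RM11-1a, 1439 to 1592 in YJM789 and 633 to 693 in YPS1009. Genes higher by limma ranged from 307 to 565 in K9, 105 to 862 in M22, 73 to 714 in RM11-1a, 59 to 228 in Y10, 492 to 990 in YJM789 and 259 to 517 in YPS1009. The fewest higher came without the second array of M22, YJM789 and YPS1009, and without the first array of K9, RM11-1a and Y10. Genes lower by limma ranged from 302 to 564 in K9, 311 to 477 in M22, 276 to 449 in RM11-1a, 209 to 524 in Y10, 435 to 921 in YJM789 and 219 to 396 in YPS1009. Genes higher in all 6 strains ranged from 13 to 23, and the share on Chromosome IX of K9 from 16.7% to 19.5%. The SD between spots on the second DBY8268 array alone gave a mean plus 2 SD of 0.33 and a 3 SD of 0.56.

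Ty ORFs of 1317 bp reversed the direction in K9, with a median of 0.86. In RM11-1a their median was 0.12 ± 0.08 (SD, n = 2 arrays), close to the 0.13 of this class on the DBY8268 arrays. Their medians were -0.62 in M22, -0.21 in Y10, -0.77 in YJM789 and -0.28 in YPS1009. The mean of 6 strains for these ORFs was -0.15 (exact sign-flip permutation test, p = 0.531). Those of 1323 bp had medians of -2.85 in K9, -5.42 in M22, -5.31 in RM11-1a, -1.81 in Y10 and -3.72 in YPS1009. The ORFs of 5314 bp were at -0.41 in K9, -1.43 in M22, -0.83 in RM11-1a, -1.06 in Y10 and -1.42 in YPS1009, and those of 5269 bp at -0.41 in Y10. The mean over Ty ORFs gave -3.61 in M22, -0.81 in Y10 and -2.06 in YPS1009. The mean over mitochondrial ORFs gave 1.70 in K9, 1.80 in M22, 1.61 in RM11-1a, 1.50 in Y10, 2.51 in YJM789 and 0.49 in YPS1009, and low ORFs pull a mean down by construction. Centring on the array median gave 3.10 in YJM789 and 1.34 in YPS1009 for mitochondrial ORFs, and centring on chromosome medians gave 3.11 in YJM789. Without the ORFs low in any strain, the medians were 3.02 in RM11-1a, 2.89 in YJM789 and 1.48 in YPS1009, so that RM11-1a in place of YJM789 was the highest.

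Some of the alternatives chosen in advance gave no value. The gene table does not separate Ty families, so a comparison of Ty1 with all families was the main analysis itself. Distances of 30 kb from chromosome ends were not run, because no build is named for the values, and gene order took their place. The arrays hold no ORF of the 2-micron plasmid. Missing spots limit the analysis most in M22, with 849 ORFs without a value on its second array. Signal over background is not given in the deposited values.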

Differences from the paper's values

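The shares of Chromosome XII genes above 0.3 were tests chosen only after the results were seen, and the other settings named here were chosen before the data were examined.

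The paper's share of genes on Chromosome XII of YPS1009 that met its criteria is more than 80%, and the share with a mean log2 ratio above 0.7 was 43.5%. Of the alternatives chosen before the data were examined, the share was within 1.5 times the paper's with a mean above 0.5 (71.0%). It was not with both arrays above 0.7 (28.8%), a mean above 0.9 (12.9%), centring on the array median (37.8%) or on chromosome medians (44.7%), genes measured on all 15 arrays (39.7%), or either array left out (47.4% and 37.9%). Of the genes on the chromosome, 85.1% had a mean above 0.3 and 80.3% were above 0.3 on both arrays, 2 criteria chosen after seeing the values.

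For Ty1, the paper's largest decrease is 15 times, and the largest here was 22.9 times, in M22. The values differed under centring on the array median (24.3) and on chromosome medians (24.0) and without the second array of M22 (28.8). They did not differ by more than 1.5 times and the spread between arrays under the mean over genes (12.2) and without the first array of M22 (18.1). The paper gives its value for Ty1, and the value here is for all Ty ORFs together.

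For the mitochondrial genome, the paper's typical increase is 2 to 3 times, and the median of the 5 strains other than YJM789 was 4.94 times. It differed under centring on the array median (4.66) and on chromosome medians (4.70), and did not under the mean over genes (3.04). The smallest of these 5 strains was 2.58 times, in YPS1009, against the paper's 2.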

Other observations

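The tests of explanations, of genes near centromeres, of missing spots and of the genes around CUP1 in this part were chosen after the results were seen. The limma calls on chromosomes and in all 6 strains and the value of URA3 were not.

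The log2 ratio of URA3 (YEL021W) was -4.15 ± 0.81 (SD, n = 2 arrays) in RM11-1a and between 0.01 and 0.24 in the other 5 strains. Table S1 gives the DBY8268 genotype as ura3-52/ura3-Δ. A spotted URA3 sequence missing from 1 of the DBY8268 copies would raise the other strains to a log2 ratio near 1, and the highest of the 5 was 0.24, which argues against it.

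Around CUP1, CIC1 (YHR052W) was at 3.56 ± 0.26 (SD, n = 2 arrays) in M22 and 2.33 ± 0.05 in RM11-1a, and between -0.33 and 0.39 in the other strains. RSC30 (YHR056C) and YHR054C were lowered in all 6 strains, RSC30 from -3.21 to -1.98. Both M22 arrays showed the increase of CIC1, the lower at 3.38, which argues against a faulty spot. A candidate explanation is that another stretch of the locus is repeated in M22 and RM11-1a. The value of RSC30 in M22, -1.98, is part of the pattern and the least low of the 6 strains, so it does not test this, and a difference in sequence cannot be told apart from it.

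Genes near the centromeres had lower ratios than genes elsewhere on the chromosome arms in the strains. The difference of medians was -0.13 in K9, -0.06 in M22, -0.07 in RM11-1a, -0.04 in Y10, -0.19 in YJM789 and -0.12 in YPS1009, and 0.01 on the DBY8268 arrays. By a sign-flip permutation test over 16 chromosomes, with adjusted p over 7 groups, it passed 0.05 in K9 (0.005, lower on 13 chromosomes), RM11-1a (0.03, lower on 12), YJM789 (0.009, lower on 13) and YPS1009 (0.0004, lower on 15). It did not pass in M22 (0.3), Y10 (0.2) or the DBY8268 arrays (0.4). All 12 strain arrays were lower than each DBY8268 array, which argues against dye bias, since the dyes were inverted. YJM789 was lower than Y10 by more than the spread between duplicates (a difference of -0.15). That spread is between hybridizations, and separate DNA preparations are not stated. The difference therefore cannot decide whether a property of the shared DBY8268 DNA alone is the cause. Fewer replicating cells in a strain's culture than in that of DBY8268 could lower these genes, but the 13 of 16 chromosomes lower in YJM789 are the pattern itself and do not test it. The growth state of the cultures is not stated for these arrays, so it cannot be told apart from other causes.

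Of the 33 pairs of strain and chromosome past the limma threshold, 25 were below 0, among them Chromosomes III and VI in all 6 strains. Without the genes nearest chromosome ends and centromeres, 39 pairs were called, 17 below 0 and 22 above, and 15 of the 25 were among the 17. The median of the 25 pairs went from -0.10 to -0.07. Those genes are thus not the whole cause for the 15 pairs, and for the others they stay open. No biological explanation was tested.

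The halved difference between the 2 arrays of a strain was shared between strains. Between strains on different slides the median correlation across genes was 0.238, which argues against the slide as the whole cause. A dye effect of single genes is consistent with a correlation over 0.1 in 12 of 15 pairs of strains. Genes are not independent replicates.

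On 8 of 12 strain arrays, a spot with no value was over 2 times as likely as other spots to be below -1 on the duplicate array. Spots left out because the strain's DNA gave little signal may explain part of the missing values, and on the other arrays this was not seen, so it stays open.

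YJM789 had more genes with decreased ratio than the other strains. After the running median of 41 neighbouring genes was subtracted, the count was 899 in YJM789 and at most 640 in the other strains, which argues against a slow trend along the chromosomes as the whole cause. The duplicates correlated at 0.896 across genes, within the range of the other strains, which argues against noise of its arrays. Genes are not independent replicates, and sequence divergence from S288c stays open, as untested.

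Called in the same direction in all 6 strains were 25 nuclear genes outside Ty ORFs. In simulated unchanged strains with shared noise at most 2 genes were called. The simulated fraction is assumed, and the size of the shared noise was set from the spread within groups, which does not measure it. ENA2, GPA2, YGL034C, YGL052W, YHR054C, RSC30, YLR161W and PLC1 were below -1 in every strain. Spots on the DBY8268 arrays had an SD of 0.16, which argues against noise of single hybridizations for these genes. Both channels held DBY8268 DNA there, so a deviation of that DNA would cancel and the SD does not bound it. Among the rest of the 25, YLR236C was at 0.295 in M22. A deviation of the shared DBY8268 DNA is not excluded for any of the 25 genes. A feature of the DBY8268 genome could also give them. These explanations cannot be told apart, because every comparison has the same reference.

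Chromosome XII of YPS1009 had a median log2 ratio of 0.64 and Chromosome IX of K9 one of 0.44. With the mean over genes in place of the median they were 0.49 and 0.45. For 3 copies against 2 of the other chromosomes the value would be 0.58. These values could come from 3 copies with a ratio scale that is not exact, or from a mixture of cells with different copy numbers, and the arrays cannot tell these apart.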
